A study of Danio rerio with 4 samples. Its data were reported in "Endothelial Brg1 fine-tunes Notch signaling during zebrafish heart regeneration" (2023).

How the data were processed

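The series holds 4 chromatin immunoprecipitation sequencing (ChIP-seq) libraries from amputated zebrafish ventricles at 7 days post-amputation (dpa). There was 1 H3K4me3 library and 1 input library for each of 2 genotypes, and about 25 hearts were pooled for each ChIP experiment per the labels. Only the 2 H3K4me3 libraries have a peak list that was analysed here. The input libraries were not analysed here.

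The authors trimmed paired-end reads with Trimmomatic, aligned them to the GRCz11 assembly with STAR keeping unique alignments, removed duplicates with Picard and drew the same number of read pairs from each condition. They then called broad peaks per condition with MACS2, with a q-value setting of 0.0001, no fragment-size model and no local background, and removed peaks outside the defined chromosomes. Each condition therefore has 1 peak list from 1 library, and no replicate call exists in the lists. Whether the input library entered each call is not stated. Subsampling makes the numbers of peaks less dependent on sequencing depth. The lack of a local background means that regions with high signal in the input can also be listed as peaks.

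The deposited lists give, for each peak, its position and 4 values made by the authors' peak caller. The deposited fold is a ratio to the genome-wide background. The deposited p-value and q-value are given as −log10 p and −log10 q. The deposited score is 10 times the −log10 q, rounded down, for 100% of Ctrl peaks and 99.997% of DN peaks. In the broad mode these values are region averages. Averaging does not explain the values under a −log10 q of 4, since 1059 Ctrl peaks share a single value of 1.20 and 2731 DN peaks a single value of 1.31, the lowest in each list. The listed regions therefore reach below the q-value setting. The broad mode has a further, looser cutoff for regions, and its value is not stated. Fold and −log10 q belong to the list they came from. They were used to describe, rank or filter peaks within that list, except in the closing section, where fold was converted to a depth in fragments and that depth was compared between the lists. The lists hold no read counts per peak or per library. Exact (Clopper-Pearson) 95% binomial intervals are given for shares of peaks, and exact conditional binomial 95% intervals for ratios of peak numbers. They cover counting error only, since peaks are not replicates, and no interval covers the variation between hearts, ChIP experiments or libraries. With 1 library per group, no test between the conditions was made and no p-value is given.

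Peaks on chromosomes 1 to 25 were kept, and positions are 1-based on GRCz11. Overlaps were taken with bedtools 2.31.1 at a minimum of 1 bp. A Ctrl peak that overlaps a DN peak, or the reverse, is called Overlapped, and the others Ctrl-Specific or DN-Specific. The overlap was set beside 100 random placements of the Ctrl peaks within their own chromosomes, each taken to end at the last listed peak. Ranks within a list were percentiles of the authors' −log10 q. For equally long lists, the DN list was shortened to the number of Ctrl peaks by its own −log10 q. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The overlap step was tested on a simulated pair of lists in which the Ctrl list had 17234 peaks, and 100% of them were put in the right class. The recovery of depth used in the closing section was tested on simulated lists of 5000 peaks under 1008 combinations of lowest depth, scaling and background. It returned the simulated depths in 798 of them, with a slope error of at most 0.037%, and failed in the other 210. In none of those 210 was the slope error as low as that. These lists were simulated with the formula that the recovery assumes, so the formula itself was not tested.

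Before the data were examined, the groups, the comparisons and these alternatives were fixed: peaks on all listed sequences, a −log10 q of at least 4 or 10, the stronger 50% of each list, peaks under 1 kb apart merged, 50% overlap, a 1 kb tolerance for shared peaks, ranking by fold or width, and both lists shortened to their top 5000 peaks. Filters on the depth recovered from the lists, used in the closing section, were chosen after seeing the data. The rule for single items was also fixed in advance: a set of genes of interest in every list, then, among promoter peaks of protein-coding genes, the 3 peaks of each specific class with the highest −log10 q. No gene annotation on GRCz11 was used here, so the genes of interest are not reported and the promoter condition was dropped after the data were seen. For the same reason the planned comparisons of promoters, of the notch loci and of gene lists were not made, and peaks are reported by position only. The strongest and the widest peaks of each list are named as well, a choice made after their values were seen.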

Results

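ChIP-seq peak lists from Ctrl and DN ventricles at 7 dpa were compared to ask how H3K4me3, the trimethylation of lysine 4 of histone H3 found at active promoters, differs when Brg1 is inhibited in endothelial cells. Brg1 is the ATPase subunit of the SWI/SNF chromatin-remodeling complex. DN hearts carried both a loxP-switchable transgene for a dominant-negative *Xenopus* Brg1 (*dn-xbrg1*) and *kdrl:CreER*, which drives recombination in endothelial cells after 4-hydroxytamoxifen (4-HT). Ctrl hearts carried the switchable transgene alone. Both groups received 4-HT for 3 days before amputation, and the chromatin came from whole ventricles, so endothelial cells contributed only part of it. Each group had 1 H3K4me3 library made from a pool of about 25 hearts, so none of the differences reported here has a replicate check. The same number of read pairs was drawn from each condition before peaks were called, and the lists do not give the reads behind a peak.

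The Ctrl list held 17234 peaks on chromosomes 1 to 25 and the DN list held 34889. The DN list was thus 2.02 times as long (95% interval 1.99 to 2.06, counting error only). Ctrl peaks covered 12.1 Mb and DN peaks covered 30.2 Mb, a ratio of 2.501. DN peaks were also wider, with a median of 596 bp against 505 bp in Ctrl, and the narrowest peak was 200 bp in both lists. The widest Ctrl peak spanned 27258 bp on chromosome 16 from 15652884 to 15680141, and the widest DN peak spanned 46425 bp on chromosome 16 from 36393051 to 36439475. Each of them overlapped a peak of the other list. By the depths recovered in the closing section, the DN call appears to have needed 7 fragments and the Ctrl call 8. This may account for part of the greater number, length and width of DN peaks. At a mean recovered depth of at least 8 fragments, the ratio of peak numbers was 1.13, and DN peaks covered 21.3 Mb against 12.1 Mb.

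Fold and −log10 q are the values given by the authors' peak caller for each peak in its own list. The median fold over the genome-wide background was 3.64 in the Ctrl list and 3.31 in the DN list, and the lowest fold listed was 3.15 in Ctrl and 2.87 in DN. The median −log10 q was 2.04 in Ctrl and 2.06 in DN. Most peaks in both lists lay under a −log10 q of 4, the level of a q-value of 0.0001, so the listed regions reached below that level. They were 15480 Ctrl peaks, or 89.8% (95% interval 89.4 to 90.3), and 27894 DN peaks, or 79.95% (95% interval 79.5 to 80.4). The filter at this level changed the comparison of peak numbers more than the other filters fixed in advance did. It left 1754 Ctrl peaks and 6995 DN peaks, and the ratio became 3.99 (95% interval 3.78 to 4.20). At a −log10 q of at least 10, 236 Ctrl peaks and 767 DN peaks were left, and the ratio was 3.25 (95% interval 2.81 to 3.78). The highest −log10 q was 233 in the Ctrl list and 184 in the DN list. The same −log10 q need not stand for the same number of reads in both lists, which limits each of these filters.

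**Figure D1:**
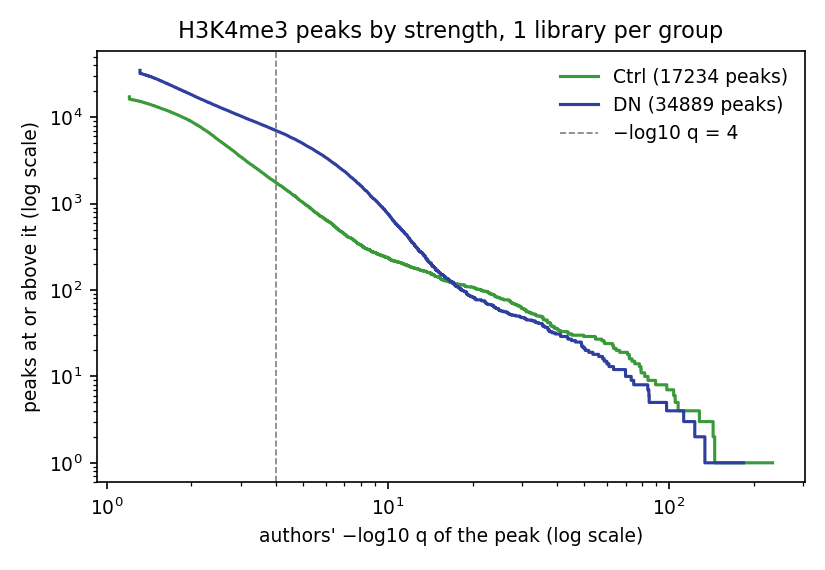
Number of H3K4me3 peaks (y axis, log scale) at or above each −log10 q given by the authors' peak caller (x axis, log scale) in the Ctrl list (green, 17234 peaks) and the DN list (blue, 34889 peaks), with a −log10 q of 4 as a dashed line. The DN curve lies above the Ctrl curve at 4 (6995 against 1754 peaks) and at 10 (767 against 236 peaks). The same −log10 q does not stand for the same depth in both lists.

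The next comparison asked which peaks were common to both groups. At a minimum overlap of 1 bp, 11549 of the 17234 Ctrl peaks overlapped a DN peak, which is 67.0% (95% interval 66.3 to 67.7). When the Ctrl peaks were placed at random within their chromosomes, 4.09% ± 0.16 (SD over 100 placements) overlapped a DN peak, and the highest share was 4.46%. Seen from the other list, 10977 of the 34889 DN peaks overlapped a Ctrl peak, which is 31.5% (95% interval 31.0 to 32.0) against 2.04% ± 0.079 (SD over 100 placements) at random. The counts of Overlapped peaks differed between the lists because 665 DN peaks overlapped 2 or more Ctrl peaks, whereas 145 Ctrl peaks overlapped 2 or more DN peaks. This left 5685 Ctrl-Specific and 23912 DN-Specific peaks. Overlap at the level of whole peaks was lower. Only 30.5% of Ctrl peaks and 15.1% of DN peaks shared at least 50% of both peaks with a partner, which was the alternative that moved these shares most.

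Specific peaks were narrower than Overlapped peaks in each list. The median width was 361 bp for Ctrl-Specific peaks and 588 bp for Overlapped peaks in Ctrl, and 471 bp for DN-Specific peaks and 1152 bp for Overlapped peaks in DN. DN-Specific peaks covered 13.9 Mb, or 46.0% of the length covered in DN. Ctrl-Specific peaks covered 2.54 Mb, or 21.1% of the length covered in Ctrl. DN-Specific peaks were mostly separate from Ctrl peaks. Of the 23912, 1568 lay within 1 kb of a Ctrl peak, which is 6.56% (95% interval 6.25 to 6.88), and the median distance to the nearest Ctrl peak was 9.99 kb. Of the 5685 Ctrl-Specific peaks, 815 lay within 1 kb of a DN peak, which is 14.3% (95% interval 13.4 to 15.3).

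Since the longer list includes more weak peaks, the overlap was also taken for equally long lists. With the DN list shortened to its 17234 strongest peaks, which removed DN peaks with a −log10 q under 2.07, 9701 Ctrl peaks overlapped a DN peak. This is 56.3% (95% interval 55.5 to 57.0), and 52.8% of the DN peaks kept overlapped a Ctrl peak. With both lists shortened to their top 5000 peaks, the share of Ctrl peaks was 59.5%. With 50% of both peaks required, it was 26.4%, the value farthest from that at 1 bp.

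The position of specific peaks within their own list was then examined. Ctrl-Specific peaks had a median percentile of 29.8 by −log10 q in the Ctrl list, against 60.7 for Overlapped peaks. DN-Specific peaks had a median percentile of 37.6 in the DN list, against 81.3 for Overlapped peaks. Ranking by width moved the medians of the specific classes most, to 34.9 in Ctrl and 39.0 in DN. The share of Overlapped peaks rose with rank in both lists. In the weakest 10% of peaks, 34.7% of Ctrl peaks (95% interval 32.4 to 37.0) and 5.30% of DN peaks (95% interval 4.58 to 6.10) were Overlapped. These 2 shares are not measured alike. The weakest 10% of DN peaks includes 2731 peaks at a recovered depth of 7 fragments, while the lowest in Ctrl was 8. The Ctrl list is also shorter, which leaves DN peaks fewer partners. In the strongest 10%, 96.5% of Ctrl peaks (95% interval 95.5 to 97.3) and 92.1% of DN peaks (95% interval 91.2 to 93.0) were Overlapped.

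**Figure D2:**
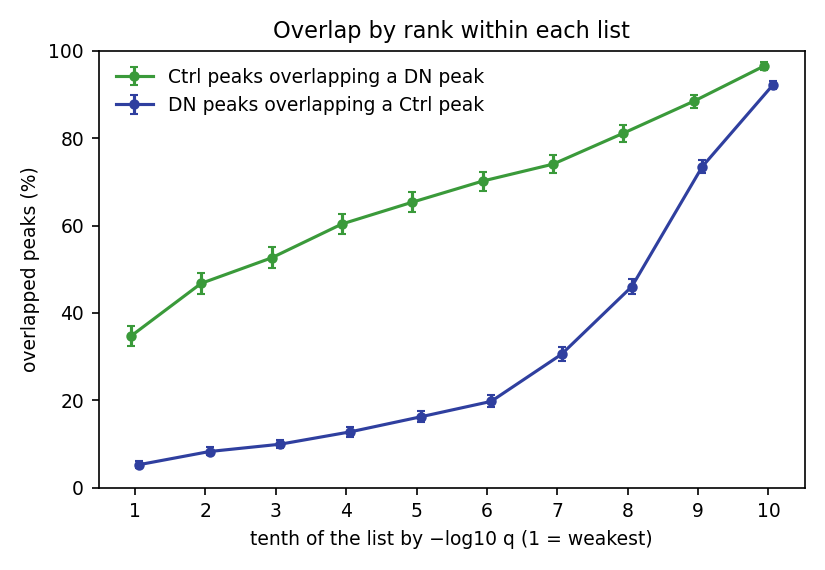
Share of peaks that overlap a peak of the other list (y axis, percent) for each 10% of a list ordered by its own −log10 q (x axis, 1 is the weakest), for Ctrl peaks (green) and DN peaks (blue), with exact 95% binomial intervals that cover counting error only. The share rises from 34.7% to 96.5% in Ctrl and from 5.30% to 92.1% in DN.

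A small number of specific peaks ranked high in their list. The 3 DN-Specific peaks with the highest −log10 q lay on chromosome 2 from 2904037 to 2904525 (fold 7.64, −log10 q 12.9), on chromosome 15 from 21669095 to 21669528 (fold 7.39, −log10 q 12.5) and on chromosome 9 from 32073728 to 32074758 (fold 7.27, −log10 q 11.9). The nearest Ctrl peaks were 4.57 kb, 22.0 kb and 86.2 kb away, respectively. The 3 leading Ctrl-Specific peaks lay on chromosome 4 from 54241160 to 54241389 (fold 7.62, −log10 q 11.1), on chromosome 4 from 43786372 to 43786731 (fold 7.40, −log10 q 10.8) and on chromosome 24 from 12508823 to 12509064 (fold 7.15, −log10 q 10.1). The nearest DN peaks were 6.04 kb, 5.73 kb and 18.7 kb away, respectively. Chromosome 4 held 521 Ctrl-Specific peaks in all, and the input libraries were not analysed there. All of these peaks ranked above the 98.6 percentile of their list. The 3 strongest peaks were at the same sites in both lists. In Ctrl they lay on chromosome 16 from 25920840 to 25922491 (fold 55.8), on chromosome 4 from 63365072 to 63365422 (fold 38.9) and on chromosome 7 from 53010889 to 53017484 (fold 37.5). In DN they lay on chromosome 16 from 25920835 to 25922409 (fold 44.7), on chromosome 4 from 63365069 to 63365420 (fold 35.1) and on chromosome 7 from 53010890 to 53016533 (fold 33.0). Which genes lie at these positions was not analysed here.

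Finally, the numbers of peaks were compared by chromosome to see whether the excess in DN was spread over the genome. All 25 chromosomes had more DN than Ctrl peaks, and the median ratio was 2.07. The ratio was lowest on chromosome 4, where 1129 Ctrl and 1647 DN peaks gave 1.46 (95% interval 1.35 to 1.57). On the other 24 chromosomes it ranged from 1.74 on chromosome 12 (95% interval 1.58 to 1.92) to 2.33 on chromosome 11 (95% interval 2.09 to 2.59). The share of Ctrl peaks that overlapped a DN peak was also lowest on chromosome 4, at 53.9%. With the DN list shortened to the length of the Ctrl list, which sets the ratio over all chromosomes to 1, chromosome 4 again had the lowest ratio, 0.70. Among peaks with a −log10 q of at least 4, its ratio was 3.16 from 85 Ctrl and 269 DN peaks. There 2 other chromosomes had lower ratios, the lowest being 3.06 on chromosome 8. At a −log10 q of at least 10, chromosome 4 was the lowest again, at 1.70 from only 23 Ctrl and 39 DN peaks.

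**Figure D3:**
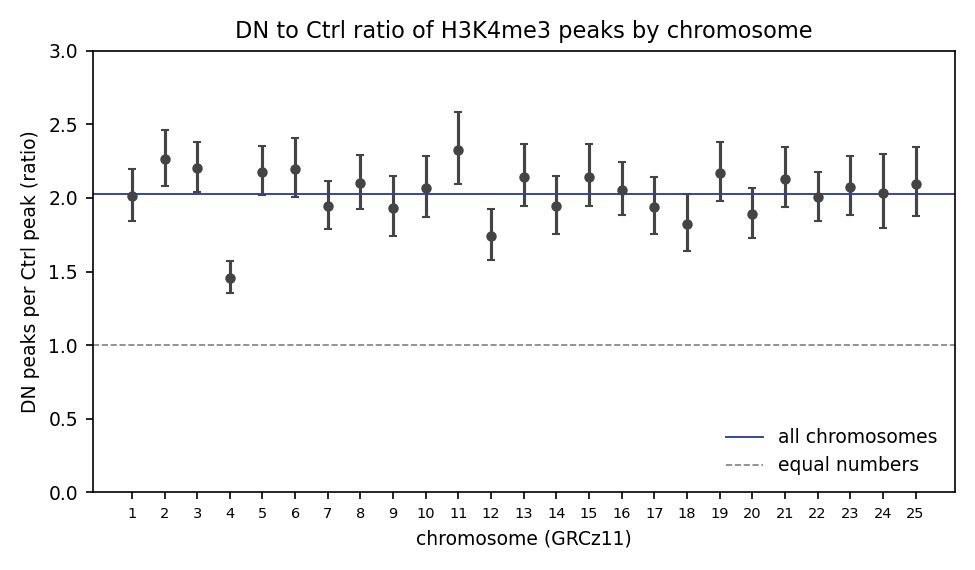
Number of DN peaks per Ctrl peak (y axis, ratio) on each chromosome of GRCz11 (x axis), with exact conditional binomial 95% intervals that cover counting error only, the ratio over all chromosomes as a solid line (2.02) and equal numbers as a dashed line. Chromosome 4 has the lowest ratio, 1.46, and the other 24 chromosomes range from 1.74 to 2.33.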

Values the study reported

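The study reported 11,549 H3K4me3 peaks that overlapped between the Ctrl and DN groups.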

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

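The tests here were chosen after the result was seen. The DN list held 2 peaks on the mitochondrial sequence, which the comparisons by chromosome left out, while the Ctrl list held 0. They lay from 5119 to 10829 (fold 7.27, −log10 q 12.3) and from 15411 to 16348 (fold 6.25, −log10 q 8.81) and covered 6649 bp together. The 0 in Ctrl may come from how the lists were filtered. That would need the lists to have been filtered differently, since the DN list kept its mitochondrial peaks, and the authors describe no such difference. Peaks were numbered in the order listed, and 292 numbers are missing from the DN list, all between chromosome 9 and the mitochondrial sequence, as removal of other sequences would leave. The Ctrl list ends on chromosome 9, so peaks removed after it would leave no missing number, and whether mitochondrial peaks were among them cannot be told apart from a call without any. Mitochondrial DNA carries no nucleosomes, so a gain of H3K4me3 is not what the position itself would call for. A candidate explanation is mitochondrial DNA carried over in the chromatin, which a call against a genome-wide background would list as peaks. The 6649 bp covered do not decide this, because the test that would, the depth of the DN input there, was not analysed here. A difference in mitochondrial content between DN and Ctrl hearts also stays open, and with 1 library per group it was not tested.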

How the results depend on the processing

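Filters on recovered depth (the number of fragments over a peak, worked out from the listed fold and p-value as set out under the other observations) were chosen after seeing the data. The other alternatives were fixed beforehand. With no replicates, a share, ratio or median is counted as changed when it left the 95% counting interval of the reported value. A number of peaks or a covered length is counted as changed when it changed by more than 1.5 times.

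More peaks in DN than in Ctrl was the order under all 5 alternatives fixed beforehand for the ratio, but 2 of them say little about it. The stronger 50% of each list (8617 Ctrl and 17444 DN peaks) keeps the ratio at 2.02 by construction, and peaks on all listed sequences add only 2 DN peaks. The ratio was 1.93 with peaks under 1 kb apart merged, 3.99 at a −log10 q of at least 4 (1754 and 6995 peaks) and 3.25 at a −log10 q of at least 10 (236 and 767 peaks). The filters on −log10 q do not compare peaks of equal depth. At a mean recovered depth of at least 8 fragments the ratio was 1.13, with 19554 DN peaks left. At 14 fragments it was 2.69 (921 and 2482 peaks). At 25 fragments it reversed to 0.70 (127 and 89 peaks).

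The share of Ctrl peaks that overlapped a DN peak was 87.5% at a −log10 q of at least 4, 75.4% at a −log10 q of at least 10, 75.4% in the stronger 50%, 72.3% at a mean depth of at least 14 fragments, 30.5% with at least 50% of both peaks, 60.5% with at least 50% of the Ctrl peak and 71.7% when peaks within 1 kb also counted. The corresponding shares of DN peaks were 22.3%, 24.8%, 36.4%, 27.4%, 15.1%, 16.9% and 36.0%, and 33.0% after merging. For equally long lists, the share of Ctrl peaks was 53.2% by width, 26.4% with at least 50% of both peaks and 59.5% for the top 5000 peaks. The median percentile by width was 34.9 for Ctrl-Specific and 39.0 for DN-Specific peaks, below that of Overlapped peaks as by −log10 q.

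On chromosome 4 the ratio of DN to Ctrl peaks was 3.16 at a −log10 q of at least 4, 1.70 at a −log10 q of at least 10 (23 Ctrl and 39 DN peaks), and 0.70 with the DN list shortened to the length of the Ctrl list. That reversal follows from the shortening, which sets the ratio over all chromosomes to 1. Lower numbers of peaks under a filter follow from the filter. The cause of the other changes was not tested. Of the values of 5 other results, 17 changed and 9 did not, and none reversed when each was judged alone. The lengths covered in each list are among these results. Their order reversed at a mean depth of at least 25 fragments, with 0.57 Mb in Ctrl and 0.31 Mb in DN. DN covered more at 8 fragments (21.3 against 12.1 Mb), at 14 fragments (4.21 against 1.51 Mb) and under the alternatives fixed beforehand.

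No paired analysis was possible because each group has 1 library, and no replicate was left out. The alternatives planned for promoters, the notch loci and gene lists were not run, since no gene annotation on GRCz11 was used here. Without read counts, the lists cannot show whether a site listed in 1 group only had a signal just under the threshold in the other.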

Other observations

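Except for the random placement of peaks, the tests in this part were chosen after the results were seen. More depth cutoffs and overlap settings than those given here were looked at while they were chosen.

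The listed values carry more than the lists state. For a stretch of constant depth, the peak caller gives a fold of the depth plus 1 over the background plus 1, and a Poisson p-value of that depth. The lowest listed fold and −log10 p, and the slope between them just above it, then fix the background and any scaling of the depth. In the DN list the lowest values corresponded to 7 fragments at a background of 1.79 fragments with no scaling. In the Ctrl list they corresponded to 8 fragments with the depth scaled by 0.914 and a background of 1.64 fragments after scaling. The slope computed from these values differed from the listed slope by 0.0078% in Ctrl and 0.0065% in DN, against 2.22% and 7.14% for the next best solutions. Simulated lists were recovered rightly wherever the slope error was this small. They were made with the same formula, so they do not test whether the authors' call followed it. Under this formula, the Ctrl call appears to have needed 1 fragment more than the DN call. Why the Ctrl depth was scaled was not tested.

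Before scaling, the recovered background was 1.797 fragments in Ctrl and 1.790 in DN, a ratio of 1.0035. The equal number of read pairs drawn per condition fixes this ratio, so it does not test whether the libraries differed in reads before the draw. Splitting of Ctrl peaks into several DN peaks is argued against as the main source of the longer list. It accounts for 160 overlaps beyond the first of each Ctrl peak, against an excess of 17655 DN peaks. Further DN peaks at the edges of Ctrl peaks are argued against too, since 6.56% of DN-Specific peaks lay within 1 kb of a Ctrl peak. The lower threshold of the DN call may account for part of the excess near the threshold. Of the DN-Specific peaks, 57.9% had a mean depth under 8 fragments, the lowest listed for Ctrl, against 13.7% of the Overlapped DN peaks. How many of them would have been lost at 8 fragments is known only roughly, since a peak with a lower mean can hold a stretch that reaches 8. Only the 2731 DN peaks at 7 fragments throughout would certainly be lost, which leaves 32158 and a ratio of 1.87. If every DN peak with a mean under 8 fragments were lost, 19554 would remain, a ratio of 1.13. The lower threshold cannot be the source of the excess among deeper peaks. At a mean depth of at least 14 fragments there were 921 Ctrl and 2482 DN peaks, a ratio of 2.69 (95% interval 2.498 to 2.91), although the lower threshold widens DN peaks and so lowers their means. This is the highest ratio over the 9 cutoffs tried from 8 to 30 fragments, which ranged from 0.59 to 2.69. It was 1.38 at 10 fragments, 2.13 at 12, 2.63 at 16 and 1.32 at 20, so the size of the excess depends on the cutoff. Chance placement of peaks is argued against for the overlap of the lists, since the highest share of Ctrl peaks in 100 random placements was 4.46% against the 67.0% observed.

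The order was the opposite among the deepest peaks. At least 30 fragments were reached by 91 Ctrl and 54 DN peaks. To compare the same sites, pairs of Ctrl and DN peaks that shared at least 80% of both were grouped by the geometric mean of their depths. Among 507 pairs from 12 to 16 fragments, 396 were deeper in DN, with a median log2 ratio of 0.32. Among 46 pairs of at least 30 fragments, 0 were deeper in DN, with a median log2 ratio of -0.36. The switch lay between 16 and 25 fragments, since 84 of 125 pairs from 16 to 20 were deeper in DN but 8 of 47 pairs from 20 to 25 were. With 50% of both peaks required, the medians were 0.34 and -0.40, and with 90% they were 0.24 and -0.36. With any overlap of at least 1 bp they were 0.28 and -0.36, and there 5 of the 73 deepest pairs were deeper in DN. The difference was smaller from 9 to 12 fragments. Among 711 such pairs that shared 80%, 405 were deeper in DN, with a median log2 ratio of 0.09. In that range the median was 0.04 with 90% required, 0.15 with 50% and 0.16 with 1 bp. The lowest listed depths, 8 fragments in Ctrl and 7 in DN, leave out pairs with a shallower Ctrl peak. The smaller difference near these depths may follow from that limit. In pairs that shared 80%, both edges lay within 50 bp of each other for 54.3% of the deepest pairs and 24.7% of the pairs from 12 to 16 fragments. Stronger signal alone can also sharpen edges. These values are consistent with a smaller share of background reads in the DN library, if the deepest sites are background, such as sequence with more copies in the fish than in the assembly, rather than H3K4me3. A loss of the mark at the deepest sites in DN was not excluded. Whether the deeper mid-strength peaks came from a higher yield of the immunoprecipitation or from a gain of the mark after *dn-xbrg1* expression cannot be told apart by the median of 0.32, since each condition has 1 library and both would give it. The depth of the inputs at the deepest sites, and a further library per condition, would bear on it. A different mix of cells in the DN ventricles was not tested here and stays open as well.

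The ratio of DN to Ctrl peaks differed along chromosome 4. From 0 to 10 Mb and from 10 to 20 Mb it was 2.01 and 2.16, near that of the other chromosomes. It was 1.62 from 20 to 30 Mb and 0.50 (95% interval 0.38 to 0.66) from 40 to 50 Mb, where there were 167 Ctrl and 84 DN peaks, and 1.49 from 70 to 80 Mb. Of the 521 Ctrl-Specific peaks of chromosome 4, 129 lay from 40 to 50 Mb and 156 from 70 to 80 Mb. Weaker Ctrl-Specific peaks on chromosome 4 are argued against. The 521 had a median percentile of 36.0 in the Ctrl list, against 29.1 for the 5164 Ctrl-Specific peaks of the other chromosomes. Within chromosome 4 the median ranged from 21.1 from 0 to 10 Mb to 48.1 from 30 to 40 Mb, and was 29.7 from 70 to 80 Mb. Sequence or copy number that differed between the pools of fish may account for part of the 521 peaks, and so may a loss of the mark in DN. They cannot be told apart here, since the inputs were not analysed and each pool was sequenced in 1 library.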
